# Up-regulation of tumor suppressor genes by exogenous dhC16-Cer contributes to its anti-cancer activity in primary effusion lymphoma

**DOI:** 10.18632/oncotarget.14838

**Published:** 2017-01-27

**Authors:** Yueyu Cao, Jing Qiao, Zhen Lin, Jovanny Zabaleta, Lu Dai, Zhiqiang Qin

**Keywords:** KSHV, primary effusion lymphoma, tumor suppressor gene, microRNA

## Abstract

Primary effusion lymphoma (PEL) is a rare and highly aggressive B-cell malignancy with Kaposi's sarcoma-associated herpesvirus (KSHV) infection, while lack of effective therapies. Our recent data indicated that targeting the sphingolipid metabolism by either sphingosine kinase inhibitor or exogenous ceramide species induces PEL cell apoptosis and suppresses tumor progression *in vivo*. However, the underlying mechanisms for these exogenous ceramides “killing” PEL cells remain largely unknown. Based on the microarray analysis, we found that exogenous dhC16-Cer treatment affected the expression of many cellular genes with important functions within PEL cells such as regulation of cell cycle, cell survival/proliferation, and apoptosis/anti-apoptosis. Interestingly, we found that a subset of tumor suppressor genes (TSGs) was up-regulated from dhC16-Cer treated PEL cells. One of these elevated TSGs, Thrombospondin-1 (THBS1) was required for dhC16-Cer induced PEL cell cycle arrest. Moreover, dhC16-Cer up-regulation of THBS1 was through the suppression of multiple KSHV microRNAs expression. Our data demonstrate that exogenous ceramides display anti-cancer activities for PEL through regulation of both host and oncogenic virus factors.

## INTRODUCTION

Primary effusion lymphoma (PEL) is a rare B-cell malignancy that originates from B cells latently infected with Kaposi's sarcoma-associated herpesvirus (KSHV, also known as human herpesvirus-8, HHV8). PEL is almost exclusively observed in immunosuppressed patients, such as organ transplant recipients and HIV-infected patients [1]. PEL is an aggressive and incurable malignancy, with a median survival of about 6 months even under standard multi-agent chemotherapy [2]. Currently, combinational chemotherapy is the standard of care for PEL, however, the myelosuppressive effects of systemic cytotoxic chemotherapy synergize with those caused by antiretroviral therapy or immune suppression [3, 4]. Therefore, there is still an urgent need to identify new druggable targets and develop effective therapeutic strategy for those PEL patients.

Sphingolipid biosynthesis involves hydrolysis of ceramides to generate sphingosine which is subsequently phosphorylated by one of two sphingosine kinase isoforms (SphK1 or SphK2) to generate sphingosine-1-phosphate (S1P) [5, 6]. Bioactive sphingolipids, including ceramides and S1P, act as signaling molecules that regulate apoptosis and tumor cell survival [5]. In contrast to the generally pro-apoptotic function of ceramides, S1P promotes cell proliferation and survival [6]. We recently reported that one novel and selective SphK2 inhibitor, ABC294640, induces dose-dependent, caspase-mediated apoptosis in PEL cells, and suppresses PEL tumor progression *in vivo* [7]. Our additional data indicated that several exogenous ceramide and dh-ceramide species, such as C18-Cer and dhC16-Cer, also displayed anti-cancer activities for KSHV+ PEL cells *in vitro* and *in vivo* [8]. However, the underlying mechanisms for these exogenous ceramides “killing” PEL cells still require further investigation, which will be helpful to better understand PEL pathogenesis and identify more potential therapeutic targets. In the current study, we used the Illumina microarray to determine the altered gene profile in one KSHV+ PEL cell-line, BCBL-1, exposure to dhC16-Cer. We found that a subset of tumor suppressor genes (TSGs) was up-regulated from dhC16-Cer treated BCBL-1 cells. One of these elevated TSGs, Thrombospondin-1 (THBS1) was required for dhC16-Cer induced PEL cell cycle arrest. Moreover, dhC16-Cer up-regulation of THBS1 was through the suppression of multiple KSHV microRNAs expression.

## RESULTS

### Transcriptomic analysis of the gene profile altered in dhC16-Cer treated KSHV+ PEL cells

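Biotin-labeled RNA made from the total RNA of BCBL-1 cells, a KSHV+ PEL cell-line, was hybridized to a BeadChip. The cells had been kept for 24 h with vehicle or with 40 μM dhC16-Cer, a dihydroceramide. The deposited data used here hold 1 sample per condition. The paper's methods state that the experiments were repeated in each group and averaged. Whether these values are such averages is not stated in the sources used here. With the sum of a gene's probes, chosen after the values were seen, 33 of 35 folds of the paper's tables were matched within 0.01. The paper's tables thus appear to rest on these values, which may then be its averages. With 1 sample per condition the spread between cultures is unknown, no p-value was computed, and the differences between the samples have no replicate check. The values are intensities that the authors normalized with the cubic spline algorithm in GenomeStudio, which makes the distributions of the samples alike, so that a change in the total amount of mRNA cannot be seen. The median intensity over 47323 probes was 57.2 in each sample, and background was not subtracted, so the folds of dim genes are understated. A probe was taken as above background at an intensity over 60.7, a limit set from the lower side of each sample's distribution, which 20745 probes passed in vehicle treated cells and 20746 in dhC16-Cer treated cells. In the platform's annotation 30113 probes named 1 gene, 8 named several and 17202 were unnamed here. The brightest probe stood for each gene, and a value under the limit was raised to the lowest intensity above it, so that such a fold is a lower bound. Of 20046 genes, 12298 were above background in at least 1 sample. Their log2 difference between dhC16-Cer and vehicle treated cells had a median of -0.03, and the middle 95% of genes lay between -0.68 and 0.74. In the 2592 genes with 2 probes above background, the log2 differences of the pair of probes lay a median of 0.17 apart, which measures the probes and not the cultures.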

We first used the HumanHT-12 v4 Expression BeadChip (Illumina), which contains more than 47,000 probes derived from the NCBI RefSeq Release 38 and other sources, to study the gene profile altered within BCBL-1 cells exposure to dhC16-Cer. 

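Of the 12298 genes above background, 111 were at least 2-fold higher and 76 at least 2-fold lower in dhC16-Cer treated than in vehicle treated BCBL-1 cells. The lists of genes were fixed before the data were examined, but after Tables 1 and 2 of the paper had been seen. Members of the S phase, histone and heat shock lists stand in those tables. Among the lists, genes of S phase and DNA replication made up the largest group of higher genes. Of 58 such genes, 17 were at least 2-fold higher and 0 lower. The largest group of lower genes was histone genes, of which 10 of 41 were at least 2-fold lower and 0 higher. Of these 41, 11 had a positive log2 difference. Of 26 heat shock genes, 5 were at least 2-fold lower, which were the HSP70 genes *HSPA6*, *HSPA7*, *HSPA1A* and *HSPA1B* and the HSP70 co-chaperone gene *DNAJB1*, and 0 were higher. *HSPA1A* was picked out after its value was seen. The heat shock list as a whole had 12 positive and 14 negative log2 differences and a median of -0.02, above 46.7% of random lists matched on intensity, or -0.10 with the most changed probe of each gene. Among structural RNAs, picked out after their values were seen, the intensity of 28S ribosomal RNA (*RNA28SN5*) was 2.47-fold higher with dhC16-Cer, while 5S ribosomal RNA (*RNA5S9*) was 2.14-fold lower and the minor spliceosomal RNA *RNU11* 2.54-fold lower. Of others looked up, 18S ribosomal RNA (*RNA18SN5*) was 1.71-fold higher, and *RN7SL1* and *SNAR-A1* had log2 differences of -0.03 and 0.22. The U1 RNA copies *RNU1-3*, *RNVU1-18*, *RNVU1-7* and *RNU1-1*, whose probes may share signal, were 2.31-fold, 2.22-fold, 2.18-fold and 1.70-fold lower. Whether the intensities of structural RNAs follow their amounts was not tested. A fold of 3 or more was reached by 22 of the higher and 17 of the lower genes. More than 1 probe was above background for 61 of the genes that passed the 2-fold threshold, and in 58 of them all such probes ran the same way. These counts rest on a threshold of size and not on a test. After a further background correction and scaling of the samples to 1 median, 154 genes were at least 2-fold higher and 118 lower.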

We found that 101 genes were significantly up-regulated and 79 were down-regulated (≥ 2 fold and *p* < 0.05) within dhC16-Cer treated BCBL-1 cells when compared to vehicle treated cells. 

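The genes with the highest folds in dhC16-Cer treated BCBL-1 cells were the chemokine genes *CCL3L3*, 21.0-fold higher than in vehicle treated cells, *CCL3*, 14.5-fold higher, and *CCL3L1*, 10.4-fold higher. These 3 genes are near-identical copies, so their probes may take up each other's transcripts. *TRIML2* followed at 6.10-fold, the small GTPase gene *RHOB* at 5.19-fold, the ubiquitin ligase gene *RNF145* at 5.05-fold, the transcription factor gene *KLF6* at 4.35-fold and *THBS1*, which encodes a secreted matrix glycoprotein, at 4.21-fold. *UHRF1*, needed for maintenance of DNA methylation, was 3.98-fold higher and *EIF2AK3*, which encodes the UPR kinase PERK, 3.85-fold higher. The lowest log2 differences were those of *HSPA6*, 48.7-fold lower with dhC16-Cer, and of its copy *HSPA7*, 26.6-fold lower. These 2 genes may share signal as well. The intensity of *HSPA6* was 6812.7 with vehicle and 139.9 with dhC16-Cer, and that of *HSPA7* 2990.6 and 112.6. With 1 vehicle sample it cannot be told whether its values were unusually high. A dimmer probe of *HSPA6* gave a log2 difference of -2.25, against -5.61 from the brightest probe. The reductase gene *DHRS2* was 10.9-fold lower, and *HSPA1B* 5.51-fold lower. Histone H2A genes stood next to these, with *H2AC18* (older name HIST2H2AA3) 7.13-fold lower and its near-identical copy *H2AC19* (HIST2H2AA4) 6.13-fold lower. *H2AJ* (H2AFJ) was 5.94-fold lower and *H2AC20* (HIST2H2AC) 4.55-fold lower. A dimmer probe of *H2AC18* gave a log2 difference of -1.56. *RGS2*, a regulator of G-protein signaling, was 4.97-fold lower and the stress-response gene *GADD45B* 4.66-fold lower. Tables 1 and 2 of the paper hold 20 genes each, of which 17 and 18 had a named probe and the others were not analysed here. All 17 of Table 1 were at least 2-fold higher and all 18 of Table 2 at least 2-fold lower.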

The top 20 up-regulated or down-regulated candidate genes were listed in Tables 1 and 2, respectively. For validation of microarray analysis, we next selected 5 candidate genes from Tables 1 and 2, respectively, to perform qRT-PCR analysis. Our results indicated that all of the 10 selected genes were significantly altered in a manner comparable to those found in the microarray data, demonstrating the credibility of our results. Specifically, *CCL3*, *TRIML2*, *RHOB*, *THBS1* and *KLF6* were significantly up-regulated, while *DHRS2*, *HIST2H2AA3*, *H2AFJ*, *RGS2* and *GADD45B* were significantly down-regulated within BCBL-1 cells exposure to dhC16-Cer (Figure 1). We also performed enrichment analysis of these significantly altered candidates by using the Gene Ontology (GO) Processes and Process Networks modules from Metacore Software (Thompson Reuters). Our analysis showed that these significantly altered candidates belong to several functional categories, including cell cycle regulation, apoptosis/anti-apoptosis, cell proliferation, DNA damage and the unfolded protein response (UPR) (Figure 2). In addition, the detailed top 3 scored map (map with the lowest *p* value) based on the enrichment distribution sorted by ‘Statistically significant Maps’ set were shown in Supplementary Figures 1–3, respectively, including the dCTP/dUTP metabolism, cell cycle_start of DNA replication in early S phase and cell cycle_role of 14-3-3 proteins in cell cycle regulation.

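The functional lists moved to different degrees in dhC16-Cer treated BCBL-1 cells. Of 43 genes of G2 and mitosis, 31 had a positive log2 difference, and 2 were at least 2-fold higher, *CDK1*, the kinase that drives entry into mitosis, at 2.15-fold, and the spindle checkpoint gene *MAD2L1* at 2.01-fold. *CDK1* was 1.84-fold higher with the mean of its probes, and *MAD2L1* 1.98-fold higher after a background correction with an offset of 50. The list's median log2 difference was 0.29, above all of 10000 random lists of the same size matched on intensity, whose medians reached 0.21. Of 25 genes of the UPR, 22 had a positive difference, with a median of 0.32, against at most 0.28 in the random lists. With no background filter, which adds genes under the limit, the UPR median was smaller than this 0.28. The secreted factor *MANF* was 2.25-fold higher and the endoplasmic reticulum chaperones *HSPA5* and *HSP90B1* were 1.96-fold and 1.87-fold higher. The 3 UPR genes with a negative difference, picked out after their values were seen, were *ATF3* at -0.81, *DDIT3* at -0.59 and *PPP1R15A* at -0.64. Of 19 genes of the DNA damage checkpoint, 2 were at least 2-fold higher and 1, *GADD45B*, was at least 2-fold lower. The median was 0.26, above 99.96% of random lists. *WEE1*, a kinase that restrains CDK1, was 2.59-fold higher, and *FANCI*, of the Fanconi anemia pathway, 1.78-fold higher. None of 19 pro-apoptotic and 10 anti-apoptotic genes differed by 2-fold. The pro-apoptotic list had a median of -0.16, above 3.78% of random lists, with *BMF* at least 1.49-fold lower, *DIABLO* 1.39-fold lower, *BAX* 1.34-fold lower and the death receptor gene *TNFRSF10A* 1.53-fold higher. The anti-apoptotic list had a median of 0.06, above 89.3% of random lists, with *CFLAR* 1.51-fold higher and *BCL2L2* 1.36-fold lower. This median was -0.26 over the genes above background in both samples. Of 20 targets of p53, 0 differed by 2-fold, with a median of -0.16, above 2.55% of random lists, and with *GADD45A* 1.66-fold lower, *TP53I3* 1.62-fold lower and *TP53INP1* at a log2 difference of 0.56. The categories were set by lists fixed before the data were examined, though after Tables 1 and 2 of the paper had been seen. The paper's enrichment analysis of its array genes already named cell cycle, apoptosis, DNA damage, the UPR, dCTP/dUTP metabolism and the start of S phase. For these categories, a place above random lists is therefore not independent evidence. The enrichment software used in the study was not run.

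**Figure D1:**
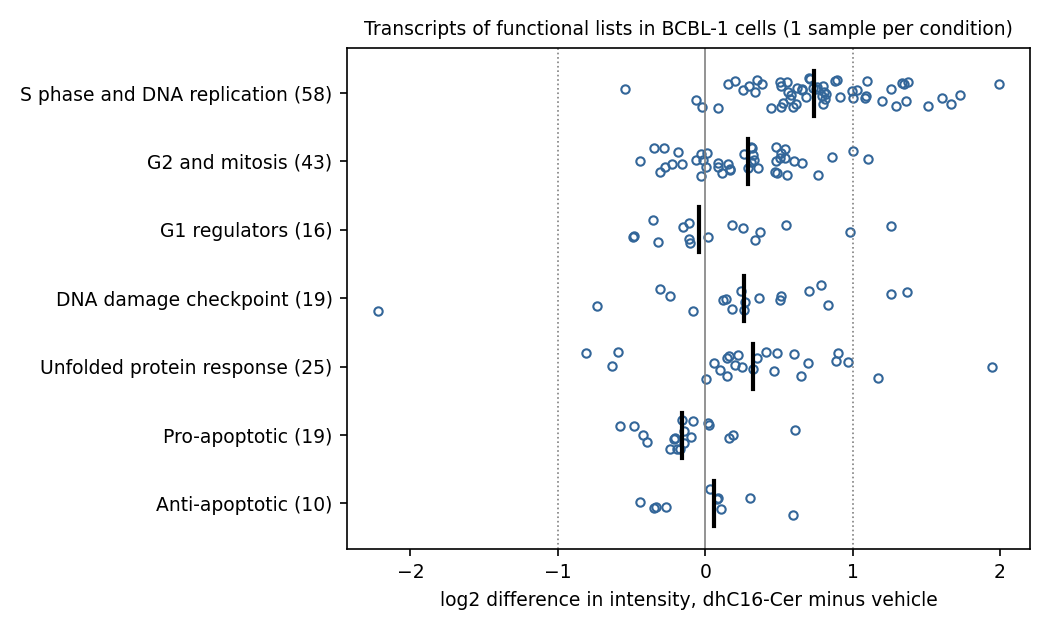
Each circle is a gene above background in at least 1 sample of BCBL-1 cells, placed by its log2 difference in intensity, dhC16-Cer minus vehicle, on the horizontal axis, with 1 sample per condition; the rows are lists with their number of genes, the black bars are medians, and dotted lines mark 2-fold. Among these rows (S phase, G2 and mitosis, G1 regulators, DNA damage checkpoint, UPR, pro-apoptotic, anti-apoptotic) the median of the S phase list lies farthest to the right, while the pro-apoptotic and anti-apoptotic genes lie within 2-fold.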

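Of 19 genes of dCTP and dUTP metabolism, 13 had a positive and 6 a negative log2 difference in dhC16-Cer treated BCBL-1 cells, and 3 were at least 2-fold higher, which were *RRM2*, the small subunit of ribonucleotide reductase, at 3.32-fold, *TYMS*, the thymidylate synthase gene, at 2.52-fold, and *TK1*, the thymidine kinase gene, at 2.14-fold. *DUT*, which encodes the dUTPase, was 1.90-fold higher by its brightest probe, while dimmer probes of it gave log2 differences of 1.10 and -0.03. The median log2 difference of this list was 0.35, and the highest median of 10000 random lists matched on intensity was 0.31. With the most changed probe of each gene the list's median was 0.55. The list of S phase and DNA replication shares *RRM1*, *RRM2*, *TYMS* and *TK1* with this list, and so every gene of it that was at least 2-fold higher. The results of these lists are therefore not separate. In the S phase list 55 of 58 genes had a positive difference. The median was 0.74, against a highest random median of 0.18. *DTL*, a factor of the ubiquitin ligase that degrades the licensing factor CDT1, was 3.17-fold higher, and *MCM10*, which acts at the start of replication, 3.04-fold higher by its brightest probe and with a log2 difference of 1.20 by another.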

**Table 1:** The top 20 genes up-regulated within dhC16-Cer treated KSHV+ BCBL-1 cells (*vs* vehicle-treated cells)

Gene Symbol	Gene Description	Fold
CCL3L3	Chemokine (C-C motif) ligand 3-like 3	20.96
CCL3	Chemokine (C-C motif) ligand 3	14.52
TRIML2	Tripartite motif family-like 2	6.1
RHOB	Ras homolog gene family, member B	5.19
RNF145	Ring finger protein 145	5.05
LOC731042	PREDICTED: Hypothetical protein LOC731042	4.99
LDLR	Low density lipoprotein receptor (familial hypercholesterolemia)	4.83
THBS1	Thrombospondin 1	4.21
KLF6	Kruppel-like factor 6	3.96
EIF2AK3	Eukaryotic translation initiation factor 2-alpha kinase 3	3.85
KLF2	Kruppel-like factor 2	3.72
UHRF1	Ubiquitin-like with PHD and ring finger domains 1	3.63
ZFP42	Zinc finger protein 42 homolog	3.6
APOBEC3B	Apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3B	3.4
RRM2	Ribonucleotide reductase M2 polypeptide	3.32
LOC440871	PREDICTED: Similar to Ig kappa chain V-III region VH precursor	3.32
INSIG1	Insulin induced gene 1	3.28
DTL	Denticleless homolog	3.17
SPRR1A	Small proline-rich protein 1A	3.05
CCR7	Chemokine (C-C motif) receptor 7	3.03

**Table 2:** The top 20 genes down-regulated within dhC16-Cer treated KSHV+ BCBL-1 cells (*vs* vehicle-treated cells)

Gene Symbol	Gene Description	Fold
HSPA6	Heat shock 70kDa protein 6	0.03
HSPA7	Heat shock 70kDa protein 7	0.04
DHRS2	Dehydrogenase/reductase (SDR family) member 2	0.12
HIST2H2AA3	Histone cluster 2, H2aa3	0.16
HIST2H2AA4	Histone cluster 2, H2aa4	0.16
HSPA1B	Heat shock 70kDa protein 1B	0.18
H2AFJ	H2A histone family, member J	0.2
RGS2	Regulator of G-protein signalling 2	0.2
GADD45B	Growth arrest and DNA-damage-inducible, beta	0.21
HIST2H2AC	Histone cluster 2, H2ac	0.22
MIR1974	MicroRNA 1974	0.22
CYP4F11	Cytochrome P450, family 4, subfamily F, polypeptide 11	0.29
ACTA2	Actin, alpha 2, smooth muscle, aorta	0.29
HIST1H1C	Histone cluster 1, H1c	0.3
RAB38	RAB38, member RAS oncogene family	0.3
KLHL13	Kelch-like 13	0.32
FOSB	FBJ murine osteosarcoma viral oncogene homolog B	0.33
HIST1H4H	Histone cluster 1, H4h	0.35
SDSL	Serine dehydratase-like	0.35
LAMA5	Laminin, alpha 5	0.37

**Figure 1:**
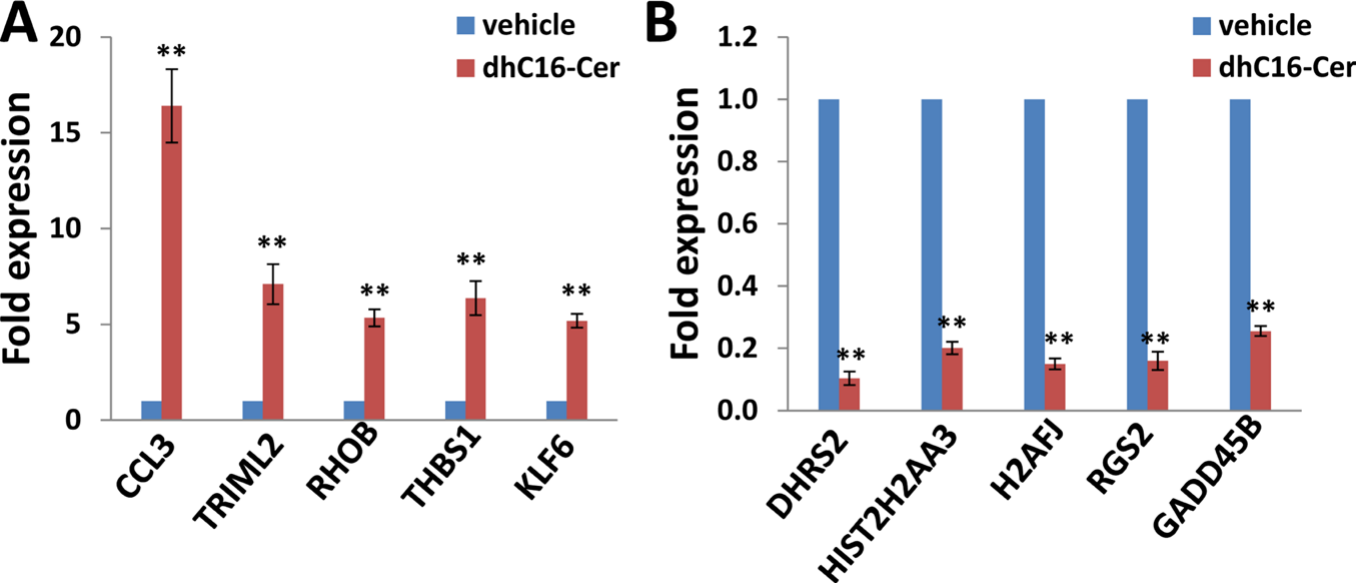
Experimental validation of gene profile alterations in dhC16-Cer treated PEL cells (**A**–**B**) The transcriptional levels of 5 selected candidate genes that were up-regulated or down-regulated in dhC16-Cer treated BCBL-1 cells from microarray data were validated by using qRT-PCR. Error bars represent the S.E.M. for 3 independent experiments. ** = *p* < 0.01 (*vs* vehicle treated cells).

**Figure 2:**
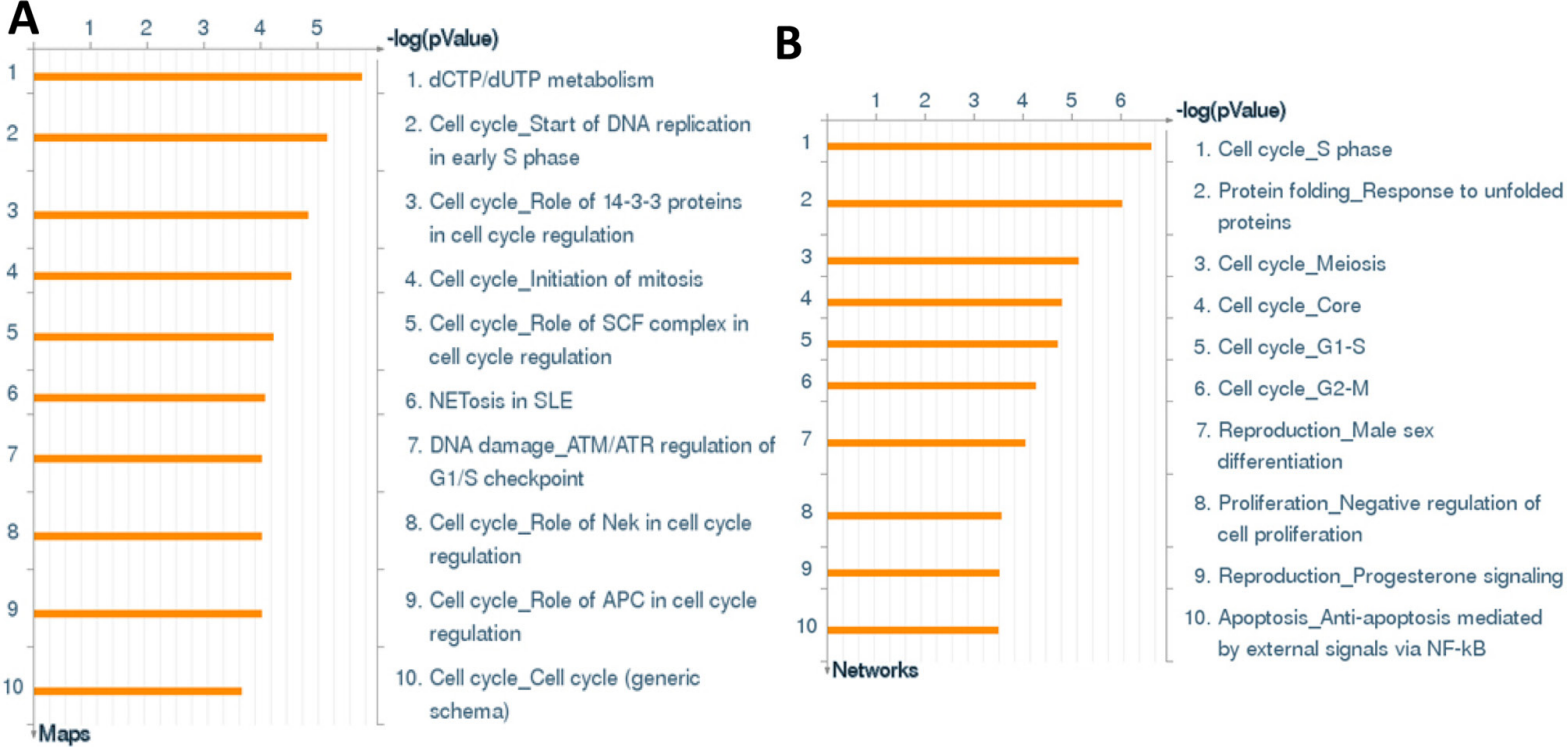
The enrichment analysis of gene profile alterations in dhC16-Cer treated PEL cells (**A**–**B**) The enrichment analysis of gene profile significantly altered (up/down ≥ 2 fold and *p* < 0.05) in dhC16-Cer treated BCBL-1 cells was performed using the Metacore Software (Thompson Reuters) Modules: Gene Ontology Processes (A) and Process Networks (B).

One of the major features is that many cell cycle check point or regulatory proteins were altered within dhC16-Cer treated PEL cells, implying that dhC16-Cer treatment can affect PEL cell cycle. 

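Transcripts of G1 regulators went both ways in dhC16-Cer treated BCBL-1 cells. Of 16 such genes above background, 8 had a positive and 8 a negative log2 difference. *CDC25A*, the phosphatase that activates CDK2, was 2.40-fold higher and the only one to differ by 2-fold, although 1.82-fold with the mean of its probes, and *CDK2* itself was 1.98-fold higher. *SKP2*, of the ubiquitin ligase that degrades p27, was 1.46-fold higher. The inhibitor gene *CDKN2A* was 1.40-fold lower. The median of the list was -0.04, above 47.4% of random lists matched on intensity. Among regulators that the study also measured as proteins, *CDK6* had an intensity of 710.4 in vehicle treated cells and 508.4 in dhC16-Cer treated cells, a log2 difference of -0.48. For *CDK4* these values were 3086.2 and 2864.5, a log2 difference of -0.11, and for *CDKN1A*, which encodes p21, 3775 and 3019.4, a log2 difference of -0.32. *CCND1*, which encodes Cyclin D1, was not above background in either sample, and another of the regulators measured as proteins was not analysed here. From the altered regulators found on the array, the paper reasons that dhC16-Cer treatment can affect the PEL cell cycle, and goes on to flow cytometry and immunoblots.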

For functional validation, we found that dhC16-Cer treatment significantly caused G_1_ cell cycle arrest as well as reducing S phase subpopulation for 2 KSHV+ PEL cell-lines, BCBL-1 and BCP-1 (Figure 3A). Immunoblots analysis confirmed that dhC16-Cer reduced the expression of check-point regulatory proteins such as CDK4, CDK6 and Cyclin D1, but increased the expression of p18 and p21 within both PEL cell-lines (Figure 3B).

**Figure 3:**
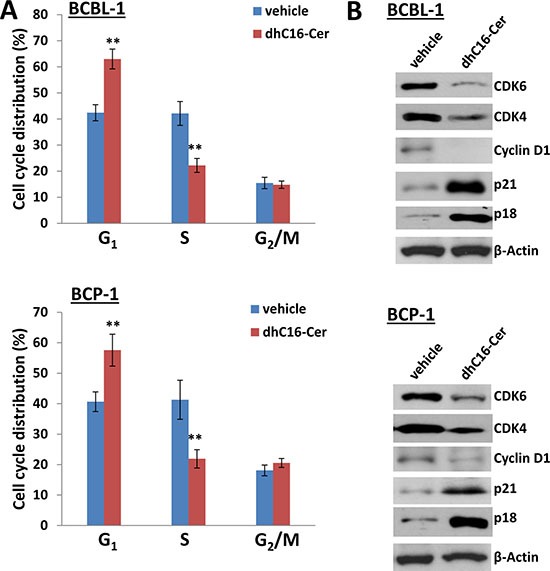
dhC16-Cer treatment causes G_1_ cell cycle arrest in PEL cells (**A**) BCBL-1 and BCP-1 were incubated with dhC16-Cer (40 μM) or vehicle for 24 h, then stained by propidium iodide (PI) and analyzed by flow cytometry. Error bars represent the S.E.M. for 3 independent experiments. ** = *p* < 0.01. (**B**) The expression of cell cycle/check-point related proteins was measured by immunoblots.

### dhC16-Cer treatment up-regulates a subset of tumor suppressor genes (TSGs) from KSHV+ PEL cells

Interestingly, we noticed a subset of TSGs up-regulated within dhC16-Cer treated PEL cells based on our microarray data when crosslinked to the TSG database (https://bioinfo.uth.edu/TSGene/), which were listed in Supplementary Table 1. 

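All 10 TSGs that the study went on to measure by qRT-PCR were at least 2-fold higher in dhC16-Cer treated than in vehicle treated BCBL-1 cells. They were chosen by the study from these arrays, so their direction is not independent evidence. In 2 other settings 9 passed 2-fold, as *USP12* was 1.96-fold higher after a background correction with an offset of 50 and *EDNRB* 1.83-fold higher with the mean of its probes. The chromatin remodeler gene *CHD5* was 2.87-fold higher, the DNA sensor gene *AIM2* 2.61-fold, the cell cycle transcription factor gene *E2F2* 2.57-fold, the endothelin receptor gene *EDNRB* 2.23-fold, the calcium-binding protein gene *S100A2* 2.21-fold, the deubiquitinase gene *USP12* 2.10-fold and *BTG3*, of an antiproliferative family, 2.05-fold. The intensity of *RHOB* was 1131.5 in vehicle treated cells and 5873.9 in dhC16-Cer treated cells, that of *THBS1* 1102.2 and 4635.6, and that of *KLF6* 219.8 and 955.5. *S100A2* at 94.2 and *USP12* at 94.5 lay close to the background limit in vehicle treated cells. Of 38 other well-known TSGs above background, listed before the data were examined, 0 differed by 2-fold and 24 had a positive difference. Their median log2 difference was 0.08, above 99.2% of random lists matched on intensity, and 0.0189 with no background filter. *FOXO3*, a transcription factor gene, was 1.71-fold higher, *BRCA1*, of DNA repair by recombination, 1.42-fold higher and the antiproliferative gene *BTG1* 1.40-fold lower. The TSG database used in the study and its Supplementary Table 1 were not used here.

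**Figure D2:**
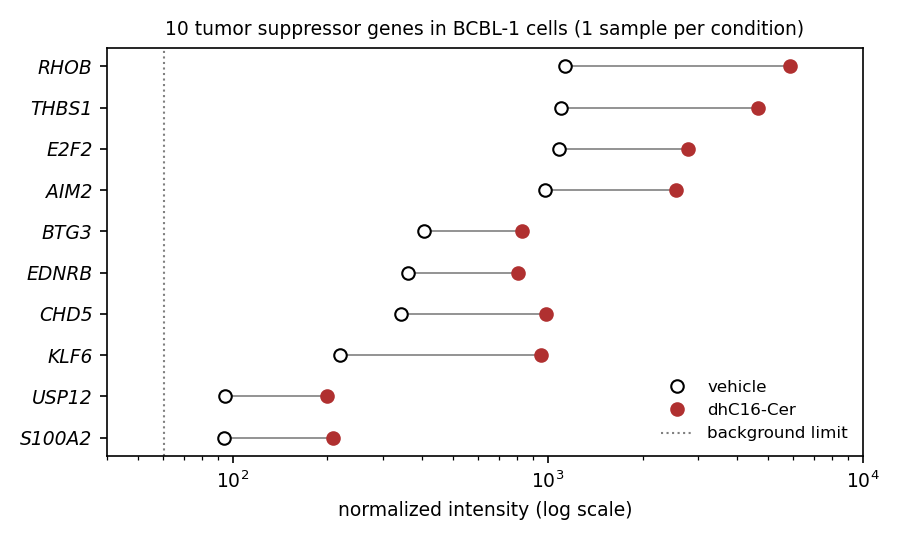
Normalized intensity (horizontal axis, log scale) of the 10 TSGs in vehicle treated (open circles) and dhC16-Cer treated (filled circles) BCBL-1 cells, 1 sample each; the dotted line is the background limit. All 10 filled circles lie to the right of their open circles, from 94.2 to 208.4 for *S100A2* and from 1131.5 to 5873.9 for *RHOB*.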

We therefore selected 10 TSGs (including *AIM2*, *BTG3*, *CHD5*, *E2F2*, *EDNRB*, *KLF6*, *RHOB*, *S100A2*, *THBS1* and *USP12*) and our qRT-PCR analysis confirmed their significant up-regulation in dhC16-Cer treated BCBL-1 and BCP-1 cell-lines, when compared to vehicle controls (Figure 4). Among these TSGs, *S100A2* and *THBS1* have been reported as direct cellular targets by multiple KSHV microRNAs [10, 11]. Repression of THBS1 expression also reduced downstream TGF-β signaling activities [10], which are related to enhance cell survival and angiogenesis for KSHV-infected cells [12, 13]. However, the cellular function of THBS1 in KSHV+ PEL cells, especially for cell cycle regulation remains unclear. So we determined to select THBS1 for further functional study.

**Figure 4:**
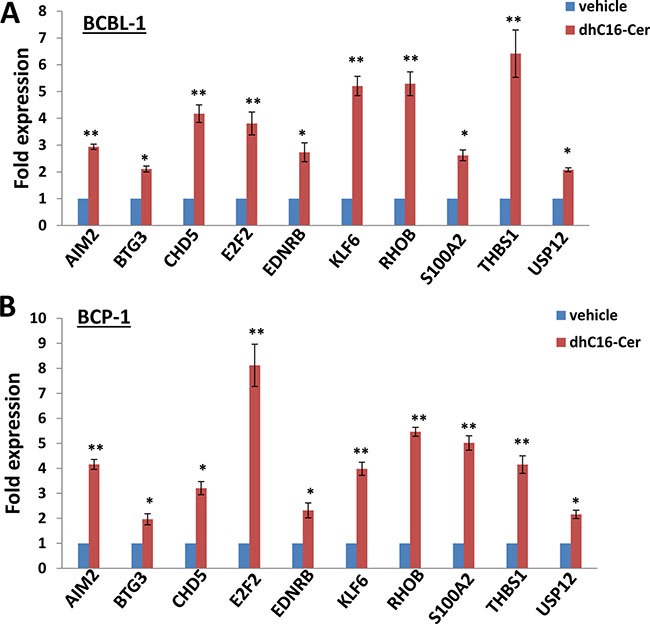
dhC16-Cer treatment up-regulates a subset of tumor suppressor genes from PEL cells (**A**–**B**) BCBL-1 and BCP-1 were incubated with dhC16-Cer (40 μM) or vehicle for 24 h, then gene transcripts were quantified by using qRT-PCR. Error bars represent the S.E.M. for 3 independent experiments. * = *p* < 0.05, ** = *p* < 0.01 (*vs* vehicle treated cells).

### THBS1 is required for dhC16-Cer induced KSHV+ PEL cell cycle arrest

We first found low basal level of THBS1 expression in both PEL cell-lines, BCBL-1 and BCP-1, as described previously [11]. In contrast to this, dhC16-Cer treatment greatly increased THBS1 expression in both PEL cell-lines (Figure 5A). We next silenced *THBS1* with specific siRNA, which simultaneously increasing CDK6 but reducing p21 expression within dhC16-Cer treated PEL cells when compared to negative siRNA transfected controls (Figure 5B). By using the flow cytometry analysis, we found that “knocked-down” *THBS1* significantly reduced G_1_ phase subpopulation while increasing S phase subpopulation for PEL cells exposure to dhC16-Cer. However, we noticed that “knock-down” *THBS1* alone could not completely rescue PEL cells from dhC16-Cer induced G_1_ cell cycle arrest, implying other cellular regulators involved in this process as well (Figure 5C).

**Figure 5:**
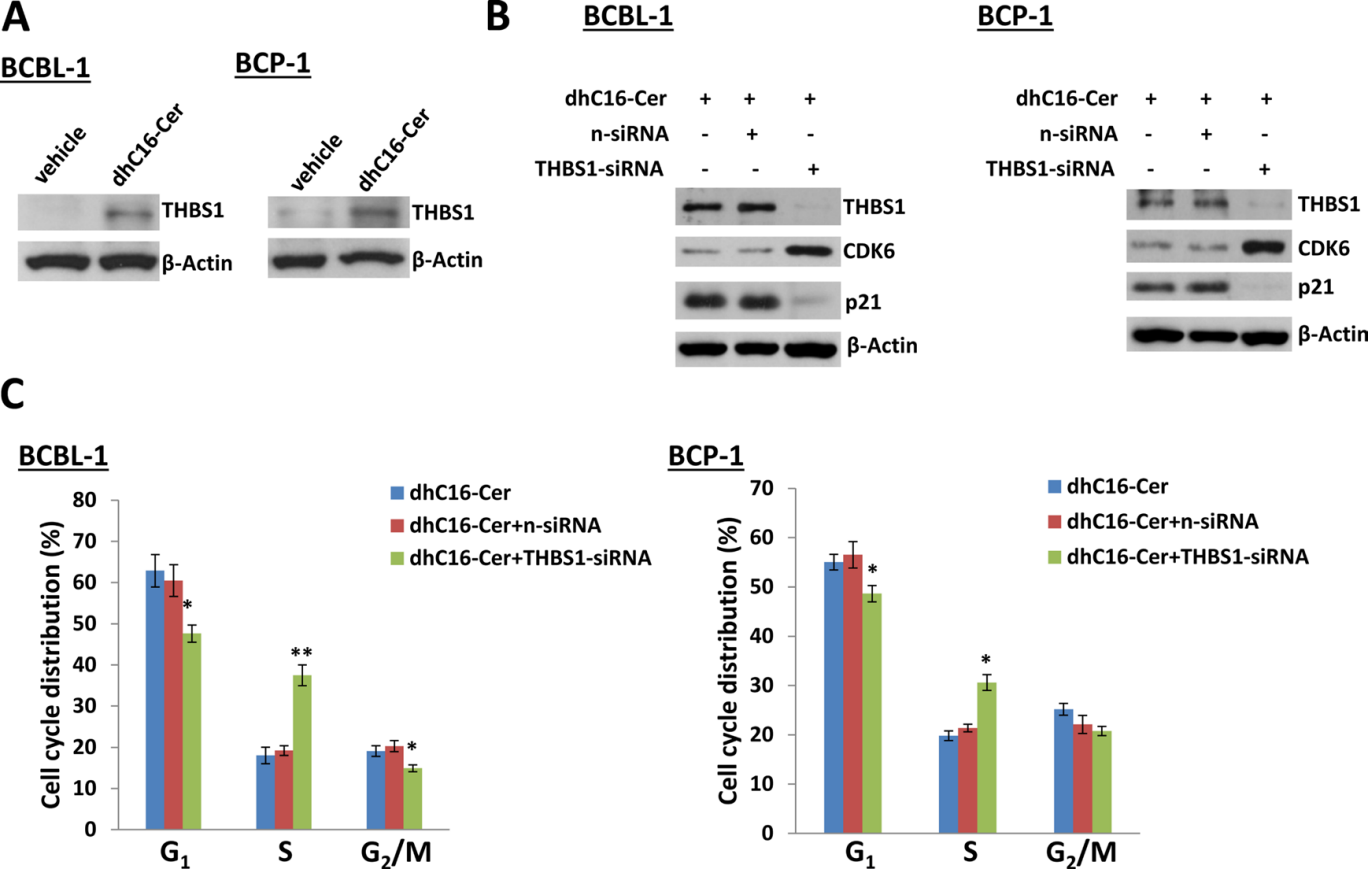
Up-regulation of THBS1 is required for dhC16-Cer caused PEL cell cycle arrest (**A**) BCBL-1 and BCP-1 were incubated with dhC16-Cer (40 μM) or vehicle for 24 h, then protein expression was measured by immunoblots. (**B**–**C**) PEL cells were first transfected with either negative control siRNA (n-siRNA) or *THBS1*-siRNA for 48 h, then incubated with dhC16-Cer (40 μM) for additional 24 h. The protein expression and cell cycle were measured by using immunoblots and flow cytometry as described above. Error bars represent the S.E.M. for 3 independent experiments. * = *p* < 0.05,** = *p* < 0.01.

### dhC16-Cer up-regulation of THBS1 is through repression of KSHV microRNAs

KSHV encodes 25 mature microRNAs (miRNAs) derived from 12 precursor miRNAs (pre-miRs), which are highly expressed within KSHV infected cells and KSHV+ tumor tissues [14–16]. KSHV miRNAs not only promote viral latency but also modulate a lot of cellular functions important to virus infected cell survival and pathogenesis, by targeting viral genes or cellular factors [17–20]. Previous studies have reported that *THBS1* can be directly targeted by multiple KSHV miRNAs (e.g. miR-K12-1, -3, -4, -5, -6, -7, -9 and -11) at its 3′UTR region [10, 11]. Therefore, we hypothesize whether dhC16-Cer increasing THBS1 expression through regulation of KSHV miRNAs. To prove that, we first found that dhC16-Cer treatment dramatically repressed the expression of several KSHV-miRNAs, including miR-K12-1, -3, -4, -5, -9 and -11 from BCBL-1 and BCP-1 cell-lines by using qRT-PCR analysis (Figure 6A and Supplementary Figure 4). Next, we selected miR-K12-1 and miR-K12-11 for further experiments, and rescued their expression with recombinant constructs as described previously [10], which successfully reducing THBS1 and p21 expression while increasing CDK6 expression from dhC16-Cer treated BCBL-1 cells (Figure 6B and Supplementary Figure 5). By using the flow cytometry analysis, we confirmed that overexpression of miR-K12-1 and/or miR-K12-11 significantly reduced G_1_ phase subpopulation while increasing S phase subpopulation for PEL cells exposure to dhC16-Cer (Figure 6C). Together, these data demonstrated that multiple KSHV miRNAs are really involved in dhC16-Cer up-regulation of THBS1 from PEL cells and causing tumor cell cycle arrest.

**Figure 6:**
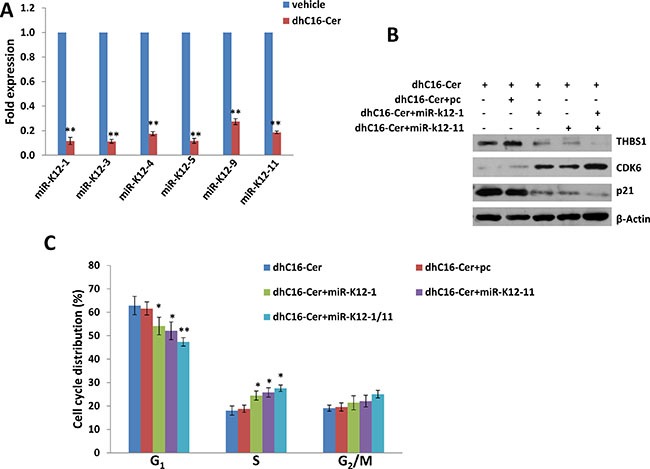
Up-regulation of THBS1 by dhC16-Cer is through suppression of KSHV microRNAs (**A**) BCBL-1 were incubated with dhC16-Cer (40 μM) or vehicle for 24 h, then KSHV microRNA transcripts were quantified using qRT-PCR as described in Methods. (**B**–**C**) BCBL-1were first transfected with control vector (pc), vectors encoding miR-K12-1 or miR-K12-11 or both for 48 h. Thereafter, cells were incubated with dhC16-Cer (40 μM) for additional 24 h. The protein expression and cell cycle were measured by using immunoblots and flow cytometry as described above. Error bars represent the S.E.M. for 3 independent experiments. * = *p* < 0.05, ** = *p* < 0.01.

## DISCUSSION

To our knowledge, this is the first transcriptomic analysis of the gene profile altered in KSHV+ PEL cell-line exposure to exogenous ceramides. 

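Of 19 genes of cholesterol synthesis and uptake, 14 had a positive and 5 a negative log2 difference in dhC16-Cer treated BCBL-1 cells, and 3 were at least 2-fold higher. These were *INSIG1*, a sterol-regulated inhibitor of the pathway, at 3.36-fold, *HMGCS1*, which encodes the HMG-CoA synthase, at 2.74-fold, and *SQLE*, the squalene epoxidase gene, at 2.51-fold. *MSMO1*, another enzyme gene of the pathway, was 2.00-fold higher, just under the threshold. Of 9 genes of fatty acid synthesis above background, 8 had a positive difference and 3 were at least 2-fold higher, the fatty acid synthase gene *FASN* at 2.58-fold, the desaturase gene *SCD* at 2.26-fold and the acetyl-CoA carboxylase gene *ACACA* at 2.04-fold, and *ELOVL6* was 1.77-fold higher. The list of targets of the stress transcription factor ATF4 also holds *ATF4* itself. Of its 24 genes above background, 7 were at least 2-fold lower and 23 had a negative log2 difference. *PSAT1* and *PHGDH*, of serine synthesis, were 2.28-fold and 2.26-fold lower, *DDIT4*, an inhibitor of mTOR signaling, 2.27-fold lower and the pseudokinase gene *TRIB3* 2.12-fold lower. All 6 metallothionein genes above background had a negative difference, but 1 of them, *MT2A*, was at least 2-fold lower, at 2.27-fold. Of 10 targets of the antioxidant regulator NRF2, 9 had a negative difference and 1, the sulfiredoxin gene *SRXN1*, was at least 2-fold lower, at 2.07-fold. In the sphingolipid pathway, 3 of 28 genes were at least 2-fold higher, *SPTLC2*, a subunit of serine palmitoyltransferase, at 2.66-fold, the ceramide transfer protein gene *CERT1* at 2.56-fold (1.92-fold with the mean of its probes) and the glucosylceramide synthase gene *UGCG* at a log2 difference of 1.32.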

We found that exogenous dhC16-Cer treatment affected many cellular genes expression, while most of them, their functional contribution to PEL pathogenesis remain largely unknown. For example, several chemokines or their receptors such as CCL3, CCL3L3 and CCR7 were up-regulated in dhC16-Cer treated PEL cells. In addition to its pro-inflammatory activities, CCL3 (also known as Macrophage inflammatory protein-1α, MIP-1α) negatively regulates the proliferation of hematopoietic stem/progenitor cells (HSPCs) [21, 22]. 

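Of 27 chemokine and receptor genes on the array, 13 were above background, of which 4 were at least 2-fold higher with dhC16-Cer and 0 were lower. The intensity of *CCL3* was 117.8 in vehicle treated and 1711.1 in dhC16-Cer treated BCBL-1 cells, and that of *CCL3L3* 277.4 and 5814.9. For *CCL3L1* it was 105 and 1089.6. Since these genes are near-identical copies, the 3 probes do not show how much each copy contributed. *CCR7*, a receptor for lymph node homing, was 3.03-fold higher. *CCL4*, a chemokine gene beside *CCL3*, was not above background in either sample. The median log2 difference of the list was 0.23, above 99.7% of random lists matched on intensity, but it ranged from 0 with no background filter to 0.75 over the genes above background in both samples.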

There is accumulating evidence supporting a crucial involvement of CCL3 in the pathophysiology of several types of leukemia arising from neoplastic transformation of HSPCs, such as chronic myeloid leukemia (CML), acute myeloid leukemia (AML) and chronic lymphocytic leukemia (CLL) [21, 23, 24]. Recent findings support CCL3 and CCL4 protein concentrations as biomarkers for B cell receptor (BCR) pathway activation and prognosis in diffuse large B cell lymphoma (DLBCL) [25]. However, the role of CCL3 and its signaling in PEL pathogenesis requires further investigation.

Notably, we found a subset of TSGs up-regulated in dhC16-Cer treated PEL cells, however, most of them have never been reported related to KSHV pathogenesis or tumorigenesis. For example, RHOB is a mainly endosomal small GTPase that regulates actin organization and vesicle trafficking, which resulting in the suppression of cancer cell proliferation, survival, invasion, and metastasis [26]. In support of its role as a negative modifier of cancer progression, targeted deletion of RHOB in mice can increase tumor formation initiated by Ras mutation [27]. Another TSG, KLF6, is frequently inactivated by loss of heterozygozity (LOH), somatic mutation, and/or decreased expression in human cancer [28]. KLF6 has been found to regulate multiple signaling pathways, including transactivation of p21 in a p53-independent manner, reduction of Cyclin D1/CDK4 complexes via interaction with Cyclin D1, inhibition of c-Jun proto-oncoprotein activities and decreased vascular endothelial growth factor (VEGF) expression [29–31].

We found that one of TSGs, THBS1 is required for dhC16-Cer induced PEL cell cycle arrest, due to suppression of KSHV miRNAs expression. Previous studies have reported that *THBS1* can be directly targeted by multiple KSHV miRNAs at its 3′UTR region [10, 11]. Since most of KSHV miRNAs promote viral latency, our recent data indicate that targeting sphingolipid metabolism by either sphingosine kinase inhibitor or exogenous ceramide species induces viral lytic gene expression from KSHV latently infected cells [8, 32]. Our previous study also found that the SphK2 inhibitor, ABC294640, repressed KSHV microRNAs expression from virus-infected endothelial cells [32]. Therefore, our findings support the possibility that sphingolipid metabolism can manipulate viral factors (e.g. miRNA) to regulate host cellular genes (e.g. TSG). The remaining question is how exogenous ceramides (e.g. dhC16-Cer) can regulate viral miRNAs synthesis/expression. Dicer is a central regulator of miRNA maturation, encoding an enzyme that cleaves double-stranded RNA or stem-loop-stem RNA into 20–25 nucleotide long small RNA [33]. One recent study has reported that Cyclin D1 (−/−) cells are defective in pre-miRNA processing which is restored by Cyclin D1 rescue [34]. Here we found that dhC16-Cer treatment caused PEL G_1_ cell cycle arrest via reducing Cyclin D1 expression. It will be interested to determine whether Cyclin D1 is involved in dhC16-Cer suppression of KSHV miRNAs expression in future study.

Our data demonstrate that exogenous ceramides display anti-cancer activities for PEL through regulation of both host and oncogenic virus factors. Targeting sphingolipid metabolism by exogenous ceramides or other ceramide analogs may represent a promising therapeutic strategy against these virus-associated malignancies.

## MATERIALS AND METHODS

### Cell culture and reagents

Body cavity-based lymphoma cells (BCBL-1, KSHV^+^/EBV^neg^) were kindly provided by Dr. Dean Kedes (University of Virginia) and maintained in RPMI 1640 medium (Gibco) with supplements as described previously [9]. BCP-1 (KSHV^+^/EBV^neg^) cells were purchased from ATCC and maintained in complete RPMI 1640 medium (ATCC) supplemented with 20% FBS. All cells were incubated at 37°C in 5% CO_2_. All experiments were carried out using cells harvested at low (< 20) passages. dhC16-Cer was purchased from Avanti Polar Lipids.

### Microarray

Microarray analysis was performed and analyzed at the Stanley S. Scott Cancer Center's Translational Genomics Core at LSUHSC. Total RNA was isolated using Qiagen RNeasy kit (Qiagen), and 500 ng of total RNA was used to synthesize dscDNA. Biotin-labeled RNA was generated using the TargetAmp-Nano Labeling Kit for Illumina Expression BeadChip (Epicentre), and hybridized to the HumanHT-12 v4 Expression BeadChip (Illumina) at 58°C for 16 h. The chip was washed, stained with streptavadin-Cy3, and scanned with the Illumina BeadStation 500 and BeadScan. Using the Illumina's GenomeStudio software, we normalized the signals using the “cubic spline algorithm” that assumes that the distribution of transcript abundance is similar in all samples. The background signal was removed using the “detection *p*-value algorithm” to remove targets with signal intensities equal or lower than that of irrelevant probes (with no known targets in the human genome but thermodynamically similar to the relevant probes). The microarray experiments were performed twice for each group and the average values were used for analysis. Common and unique sets of genes and enrichment analysis were performed using the MetaCore Software (Thompson Reuters). The microarray original data have been submitted to Gene Expression Omnibus (GEO) database (Accession number: GSE90038).

### Transfection assays

Cells were also transfected in 12-well plates using Lipofectamine 2000 (Invitrogen) for 48 h and constructs for overexpression of miR-K12-1 and miR-K12-11 as previously described [10]. Transfection efficiency was normalized through co-transfection of a lacZ reporter construct and determination of β-galactosidase activity using a commercial β-galactosidase enzyme assay system according to the manufacturer's instructions (Promega). For RNA interference, *THBS1* ON-TARGET plus SMART pool siRNA, or negative control siRNA (n-siRNA) (Dharmacon), were delivered using the DharmaFECT transfection reagent according to the manufacturer's instructions.

### Cell cycle analysis

PEL cell pellets were fixed in 70% ethanol, and incubated at 4°C overnight. Cell pellets were re-suspended in 0.5 mL of 0.05 mg/mL propidium iodide (PI) plus 0.2 mg/mL RNaseA and incubated at 37°C for 30 min. Cell cycle distribution was analyzed on a FACS Calibur 4-color flow cytometer (BD Bioscience).

### Immunoblotting

Total cell lysates (20 μg) were resolved by 10% SDS–PAGE, transferred to nitrocellulose membranes, and immunoblotted with antibodies for THBS1, Cyclin D1, CDK4, CDK6, p18, p21 (Cell Signaling) and β-Actin (Sigma) for loading controls. Immunoreactive bands were identified using an enhanced chemiluminescence reaction (Perkin-Elmer), and visualized by autoradiography.

### qRT-PCR

Total RNA was isolated using the RNeasy Mini kit (QIAGEN), and cDNA was synthesized from equivalent total RNA using a SuperScript III First-Strand Synthesis SuperMix Kit (Invitrogen) according to the manufacturer's instructions. Primers used for amplification of target genes are listed in Supplementary Table 2. Amplification was carried out using an iCycler IQ Real-Time PCR Detection System, and cycle threshold (Ct) values were tabulated in duplicate for each gene of interest in each experiment. “No template” (water) controls were used to ensure minimal background contamination. Using mean Ct values tabulated for each gene, and paired Ct values for *β-actin* as a loading control, fold changes for experimental groups relative to assigned controls were calculated using automated iQ5 2.0 software (Bio-rad). For amplification of viral miRNAs, cDNA was synthesized using the Taqman miRNA RT kit (Applied Biosystems), and qPCR was performed using the Taqman MicroRNA Assays kit (Applied Biosystems) and a 7500 Real Time PCR System. Fold changes for microRNA were calculated using paired Ct values for RNU6B as recommended by the manufacturer (Applied Biosystems).

### Statistical analysis

Significance for differences between experimental and control groups was determined using the two-tailed Student's *t*-test (Excel 8.0), and *p* values < 0.0 5 or < 0.01 were considered significant or highly significant, respectively.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

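Gene expression was measured in BCBL-1 cells, a KSHV+ PEL cell-line, after 24 h with vehicle or with 40 μM dhC16-Cer, with 1 sample per condition. Which sample was which condition was taken from the sample labels. The labels carry no replicate numbers and no batch.

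The authors made double-stranded cDNA from total RNA, generated biotin-labeled RNA from it and hybridized that to the Illumina HumanHT-12 v4 BeadChip. They normalized the intensities in GenomeStudio with the cubic spline algorithm. The version of GenomeStudio is not given in the sources used here. The deposited values used here are these normalized intensities on a linear scale. They were not background-subtracted, since the mode of each sample's distribution lies at an intensity of 50.9 and 6 of 47323 values in each sample are 0. The spline makes the samples' distributions alike, and the sorted log2 values of the samples differed by at most 0.13. The paper's removal of targets by their detection p-value could not be repeated, since 4 columns of per-sample values carry names that match no sample's label and were not used. For the same reason the normalization first planned (background correction from detection p-values, an offset of 16 and quantile normalization) was not run, and the authors' normalized intensities are the main values.

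In place of the detection p-value, the lower side of each sample's log2 intensities was mirrored at its mode, which gave a standard deviation of 0.15, and a probe was above background over the limit that 5% of such a background would pass, an intensity of 60.7. A value under the limit was raised to the sample's lowest intensity above it, which makes the fold a lower bound. This applies to 3 of the genes that passed the 2-fold threshold. Probes were named through the platform's annotation. Of the 30113 probes with 1 gene, 30074 had a gene ID found in the RefSeq table of GRCh38.p14, which gave the symbols and the older names used in the paper. The 8 probes with several genes and the 17202 unnamed here were left out of the gene counts. No genomic coordinates are given, since the build of the array's annotation is not named. The brightest probe over both samples stood for its gene.

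The measure for each gene is the log2 ratio of its intensity in dhC16-Cer treated cells over vehicle treated cells. With 1 sample per condition there is no replicate error, so no test was run and no p-value is given. A gene was counted when it was above background in at least 1 sample and differed by at least 2-fold, the fold threshold of the paper. The error that can be given is the disagreement between probes of a gene. Over the 2592 genes with 2 probes above background the standard deviation of 1 probe's log2 difference was 0.21. The robust standard deviation of the log2 difference over genes was 0.17 in the dimmest of 3 equal groups by intensity. It was 0.33 in the middle and 0.30 in the brightest, and may include real differences. Among dim genes background is part of the intensity and values under the limit were raised. Whether either makes their spread smaller was not tested.

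Of 35 lists of genes written before the data were examined, 1 had too few members above background. For each of the other 34, the median log2 difference of the members above background was set against 10000 random lists of the same size drawn from the same deciles of mean intensity. The percentile describes these samples and is not a test. The values of Tables 1 and 2 of the paper had been seen when the lists were written. Some lists also cover categories that the paper's enrichment analysis named from its array genes, so their results are not independent of it. The genes named in the text are the 10 with the highest and the 10 with the lowest log2 difference, the genes named in the paper, and up to 4 members of each list with the largest absolute difference; others are said to have been picked out after their values were seen.

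Alternatives planned before the data were examined were quantile normalization, background correction by normexp with an offset of 50, scaling to 1 median after normexp, a limit that 1% of the background would pass, a gene above background in both samples, no filter, no floor, the mean of a gene's probes, its most changed probe and a threshold of 1.5-fold. Normexp with an offset of 16 and the sum of a gene's probes were added after the data were seen.

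The steps were tested on simulated data for dhC16-Cer against vehicle, with 200 genes changed by known folds among 11797 genes above background and a scatter equal to that over all genes. Of 50 genes simulated at each size, 96% of those at 3-fold and 80% of those at 2.5-fold were counted in the right direction. At 1.5-fold 2% were counted, and so was 1 of 11597 unchanged genes. That last count follows from the scatter set, a normal one with a standard deviation of 0.26 for every probe. In the data the middle and brightest groups had robust standard deviations of 0.33 and 0.30. The changed genes were drawn from those well above the limit in vehicle treated cells, so the shares do not hold for dim genes. The spread between cultures was not part of the simulation. Of 200 random lists of 20 genes, 3.5% fell outside the middle 95%.

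Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1 for normexp and quantile normalization. The qRT-PCR, immunoblot, flow cytometry, siRNA and KSHV microRNA experiments of the paper were not analysed here.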

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

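The comparison with random lists of genes was planned for every list and made for 34 of 35; which lists to bring up here, and the weighing of explanations, were chosen after the results were seen. Of the lists whose genes the paper does not discuss as a group, 5 had a median log2 difference between dhC16-Cer and vehicle treated BCBL-1 cells outside the range of all 10000 random lists matched on intensity. The medians were 0.75 for cholesterol synthesis and uptake, 0.71 for fatty acid synthesis (0.28 with no background filter, over more genes), -0.81 for ATF4 targets, -0.80 for metallothioneins and -0.57 for NRF2 targets. With the mean of probes, as given below, the NRF2 median was less negative. It then lay above -0.44, the lowest random median for that list in the main setting. The ATF4 and NRF2 lists share 1 gene.

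The medians of the ATF4 targets and the UPR genes had opposite signs, -0.81 and 0.32, although *EIF2AK3*, whose product PERK acts upstream of ATF4, was 3.85-fold higher. The UPR list was itself mixed, with 22 positive and 3 negative differences. The negative ones, *ATF3*, *DDIT3* and *PPP1R15A*, ran the same way as the ATF4 targets. The transcript of *ATF4* itself, a member of the list of ATF4 targets, had a log2 difference of -0.36. It was looked up after the list's result was seen. A normalization that depends on intensity is argued against by the random lists matched on intensity, whose lowest median was -0.31. A chance difference between the cultures stays open, since there was 1 sample per condition, and with it any difference in density, medium or handling. An effect of dhC16-Cer is a hypothesis that the design names and that cannot be told apart from such a chance difference with these samples.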

How the results depend on the processing

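The added settings (normexp with an offset of 16, summed probes) were chosen after the data were seen. Of the 69 named genes that passed 2-fold, between 65 and 69 did so in the same direction under each of 11 alternatives, and none of them changed sign. Those that fell under 2-fold were *ID1*, *MAD2L1* and *USP12* with normexp at an offset of 50, *ID1* with the stricter limit, *CDC25A*, *CDK1*, *CERT1* and *EDNRB* with the mean of probes, and *CD14*, *CDK1* and *ID1* with summed probes; *ID1* was not above background in both samples. All 187 genes that passed 2-fold did so again with quantile normalization, median scaling after normexp and normexp with an offset of 16. They also did so with no background filter, no floor and the most changed probe. With normexp at an offset of 50 and with the mean of probes, 155 did. No filter and the most changed probe cannot bring such a gene under 2-fold. No floor can only widen the fold of the same probe. Quantile normalization changes little, since the sorted log2 values of the samples differed by at most 0.13. The settings that all 187 passed are therefore no independent check of the calls. Genes at least 2-fold higher numbered 94 to 154 and those lower 62 to 118. The counts of lower genes that moved by over 1.5 times were 118 with median scaling after normexp and 118 with normexp at an offset of 16, which remove background and so widen folds. At 1.5-fold, 543 genes were higher and 473 lower. All 17 genes of Table 1 and 18 of Table 2 stayed past 2-fold under the 11 alternatives, as did all 10 TSGs, or 9 with normexp at an offset of 50 and with the mean of probes. No list median outside the middle 95% of random lists changed sign. Of the lists set beside the paper's conclusions or discussed as patterns, 15 had medians that moved by more than the standard deviation of random lists, 30 times in all, as follows. With median scaling after normexp they were 0.79 for S phase, -0.21 for histones and 0.34 for chemokines, and with normexp at an offset of 16 0.79, -0.21 and 0.34. With the stricter background limit they were -0.33 for histones, -0.26 for anti-apoptotic genes and 0.13 for chemokines. Over genes above background in both samples they were 0.79 for S phase, -0.54 for histones, -0.26 for anti-apoptotic genes and 0.75 for chemokines. With no filter they were 0.22 for the UPR, 0.58 for cholesterol, 0.28 for fatty acids, 0 for histones, 0 for chemokines and 0.0189 for other TSGs, since genes under the limit enter at 0. With no floor they were -0.29 for histones and 0.41 for chemokines, and with summed probes -0.29 for histones. With the mean of probes they were 0.23 for G2 and mitosis, 1.25 for the 10 TSGs, -0.58 for metallothioneins and -0.39 for NRF2 targets. With the most changed probe they were 0.55 for dCTP and dUTP metabolism, -0.10 for heat shock, 0.37 for the DNA damage checkpoint and 0.46 for chemokines. Medians of 8 other lists moved 15 times. Apart from the causes named, the cause was not tested. A cubic spline of the unnormalized signals and a filter on bead error were planned and not run, since the columns used hold neither. Signal over background limits the dim genes, whose folds are understated. No paired analysis was possible because there is 1 sample per condition.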

Differences from the paper's values

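With the authors' intensities as deposited and the brightest probe, no value that the paper states in its text for the array differed from the value here by more than 1.5 times. Under other settings 3 did. The up-regulated genes numbered 154 against the paper's 101 with median scaling after normexp and with normexp at an offset of 16, the latter chosen after the data were seen. The ratio of *HSPA6*, 0.03 in the paper, was 0.066 with the mean of probes and 0.018 in the same 2 normexp settings, and that of *DHRS2*, 0.12 in the paper, was 0.078 in those 2. The paper counts 101 up-regulated and 79 down-regulated genes at 2-fold and a p-value threshold, and 111 and 76 were found here at 2-fold without a p-value. With the sum of a gene's probes, a setting chosen after the values were seen, the fold of 33 of the 35 table genes analysed lay within 0.01 of the paper's, against 29 with the brightest probe; this setting counts 97 and 68 genes and drops 0 of the table genes. The other 2 were *KLF6*, 4.35-fold here and 3.96-fold in the paper, and *H2AJ*, at a ratio of 0.17 here and 0.2 in the paper.

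The paper presents the genes of Tables 1 and 2 as the top 20 of each direction. It also applied a p-value threshold and a detection filter, which could not be repeated here, and its annotation of the probes may name these genes otherwise, so the genes below may have been left out on such grounds. Of the genes that follow, *SAMD3*, *TRIM9*, *RASD1* and *LINC00623* were picked out after their values were seen. Genes past the smallest fold of Table 1 here and not in it were *CCL3L1* at 10.4-fold, *SAMD3* at 3.49-fold, *TRIM9* at 3.31-fold and *MCM10* at 3.04-fold. With summed probes these were 8.12, 3.08, 2.60 and 2.79. The smallest fold in the paper's Table 1 is 3.03, so that *TRIM9* and *MCM10* then lie under it. With the mean of probes, planned before the data were examined, *SAMD3* at 2.80, *TRIM9* at 1.97 and *MCM10* at 2.64 lie under it, and with normexp at an offset of 50 *MCM10* at 2.91 does. *CCL3L1* stayed past it in all 11 settings. On the lower side, *RASD1* was 3.79-fold lower, past the paper's 0.37 in all 11 settings, and *LINC00623* was 2.74-fold lower, a ratio of 0.37 that is 0.49 with summed probes and 0.38 with normexp at an offset of 50.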

Other observations

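The tests of explanations here were chosen after the results were seen, except the test on short transcripts.

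Of 13 markers of T and NK cells, 2 were above background, *CD2* at intensities of 93.7 with vehicle and 93.4 with dhC16-Cer, and *LCK*, above background with dhC16-Cer alone, at 65.0. Of 10 monocyte markers, 8 were above background with a median of -0.16, and *CD14* was 2.23-fold lower, or 1.84-fold with summed probes. Of 13 stromal and epithelial markers, 4 were above background with a median of 0.04. Among 13 B cell and plasma cell markers above background the median was -0.02, with the plasma cell genes *TNFRSF17* 2.58-fold higher and *SDC1* 1.76-fold higher and *CD74* at a log2 difference of -0.59. Of 22 interferon response genes, 17 had a negative difference, with a median of -0.19 above 0.14% of random lists, and *IFI6* was 1.98-fold lower. In the APOBEC3 family *APOBEC3B* was 3.40-fold higher while 5 of 6 members had a negative difference, among them *APOBEC3H*, 1.87-fold lower. Of 24 immediate-early genes, 3 were at least 2-fold higher and 3 lower, with *KLF2* 3.72-fold higher and *FOSB* 3.02-fold lower. Of 22 NF-κB targets, the 4 at least 2-fold higher were the chemokine genes *CCL3*, *CCL3L1* and *CCL3L3* and the receptor gene *CCR7*, and the median was 0.13. The 8 targets of LXR, a sterol-sensing nuclear receptor, had a median of -0.14, with *RNF145* 5.05-fold higher and *MYLIP* 1.85-fold lower. The intensity of *DAZL* went from 1530.1 to 3181.5 with dhC16-Cer and that of *ASZ1* from 1047.9 to 2188.2, both picked out after their values were seen, and *ZFP42*, a gene of pluripotent cells, from 347.6 to 1250.1.

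The paper reports a low basal THBS1 protein level in BCBL-1 cells. The transcript was above the background limit with vehicle, at an intensity of 1102.2. Of 19 reported cellular targets of KSHV microRNAs, 2 were at least 2-fold higher, *THBS1* and *S100A2*, and the median was 0.04, above 84.5% of random lists. The microRNA processing genes had a median of -0.02, with *AGO2* 1.57-fold higher and *DICER1*, which the paper discusses, at a log2 difference of 0.05. Of 15 genes of the TGF-β pathway, *THBS1* was higher, while *ID1*, a target of the pathway, was at least 2.01-fold lower, or 1.82-fold with normexp at an offset of 50, and *SMAD7* 1.41-fold lower. The paper reports more p21 protein with dhC16-Cer, and the transcript *CDKN1A* was 1.25-fold lower.

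Genes of S phase and DNA replication were higher with dhC16-Cer, with a median log2 difference of 0.74, while the paper reports fewer cells in S phase at the same dose and time. A normalization that depends on intensity is argued against by the random lists matched on intensity, whose highest median was 0.18. An exchange of the 2 array columns is argued against by the study's qRT-PCR, since all 17 genes shown in Figures 1 and 4A ran the same way on the array. That qRT-PCR came from 3 independent experiments. The paper also reports the TSGs up in BCP-1 cells (Figure 4B) and more THBS1 protein in both cell-lines by immunoblot (Figure 5A), the direction of *THBS1* on the array, so an exchange of cultures would have to recur in each of these. Of this list the paper measured *E2F2* in repeated qRT-PCR experiments (Figure 4) and found it up. For the other genes a chance difference between the cultures stays open with 1 sample per condition. The G2 and mitosis list was above all random lists as well, with a median of 0.29. An effect of dhC16-Cer stays open too, and no biological explanation was tested.

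Most histone genes above background were lower, with 10 of 41 at least 2-fold lower, and with 30 negative and 11 positive log2 differences. The median was -0.15, above 0.78% of random lists. It was 0 with no background filter and -0.54 over genes above background in both samples. Loss of short transcripts was tested on 52 other protein-coding genes of under 1000 bases, a test set before its result was seen. Their median was -0.0196, which argues against a loss of short mRNAs. The 14 small nuclear RNAs above background had a median of -0.60, with 10 of 14 negative and 4 at least 2-fold lower. The lower ones included the U1 copies *RNU1-3*, *RNVU1-18* and *RNVU1-7*, whose probes may share signal, so they may not be separate observations. The 134 small nucleolar RNAs had a median of -0.07, and a loss limited to some small RNAs stays open. Whether the labeling takes up histone mRNAs and small RNAs like other mRNAs was not tested. Members of 4 histone families (H1, H2A, H2B and H4) were at least 2-fold lower. This argues against signal shared between histone copies as the whole cause. No H3 gene above background was at least 2-fold lower, and *H4C3*, the brightest histone gene, had a log2 difference of 0.47. The paper reports *H2AC18* (HIST2H2AA3) and *H2AJ* (H2AFJ) down in repeated qRT-PCR experiments (Figure 1). For the other histone genes a chance difference between the cultures stays open with 1 sample per condition, as does an effect of dhC16-Cer.

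The 72 ribosomal protein genes had a median of -0.06, above 11.3% of random lists, and 9 housekeeping genes a median of 0.03, above 65.6%, with *ACTB*, the reference of the paper's qRT-PCR, 1.23-fold higher.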
